# Tet1 and Tet2 maintain mesenchymal stem cell homeostasis via demethylation of the *P2rX7* promoter

**DOI:** 10.1038/s41467-018-04464-6

**Published:** 2018-06-01

**Authors:** Ruili Yang, Tingting Yu, Xiaoxing Kou, Xiang Gao, Chider Chen, Dawei Liu, Yanheng Zhou, Songtao Shi

## Abstract

Ten-eleven translocation (Tet) family-mediated DNA oxidation represents an epigenetic modification capable of converting 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC), which regulates various biological processes. However, it is unknown whether Tet family affects mesenchymal stem cells (MSCs) or the skeletal system. Here we show that depletion of Tet1 and Tet2 results in impaired self-renewal and differentiation of bone marrow MSCs (BMMSCs) and a significant osteopenia phenotype. Tet1 and Tet2 deficiency reduces demethylation of the *P2rX7* promoter and downregulates exosome release, leading to intracellular accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p. These miRNAs inhibit Runx2 signaling to impair BMMSC function. We show that overexpression of P2rX7 rescues the impaired BMMSCs and osteoporotic phenotype in *Tet1* and *Tet2* double knockout mice. These results indicate that Tet1 and Tet2 play a critical role in maintaining BMMSC and bone homeostasis through demethylation of *P2rX7* to control exosome and miRNA release. This Tet/P2rX7/Runx2 cascade may serve as a target for the development of novel therapies for osteopenia disorders.

## Abstract (web summary)

Tet-mediated DNA oxidation converts 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC), which is essential to regulate different biological processes. Here the authors show that Tet1 and Tet2 regulate mesenchymal stem cell and bone homeostasis through demethylation of P2rX7 promoter.

## Introduction

The ten-eleven translocation (Tet) family is a group of DNA demethylases capable of regulating various epigenetic responses. Tet proteins, including Tet1, Tet2, and Tet3, are able to convert 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC) and its oxidative derivatives in Fe(II)- and alpha-ketoglutarate (α-KG)-dependent oxidation reaction to promote DNA demethylation and gene transcription^1–4^. Previous studies showed that 5-hmC is abundant in both adult cells and embryonic stem cells (ESCs)^5–7^. Upon ESC differentiation, the expression levels of Tet1 and Tet2 are downregulated, suggesting that Tet1 and Tet2 may be associated with the maintenance of ESC pluripotency through regulation of lineage-specific genes^1^. It was reported that the expressions of Tet1 and Tet2 were regulated by Oct4/Sox2 complex, and the depletion of Tet1 impairs the self-renewal and differentiation of ESCs^5, 8^. In contrast to its role in maintaining ESC pluripotency, Tet proteins have different effects on adult stem cells. Hematopoietic stem cells (HSCs) from *Tet2*-mutant mice exhibit increased repopulating capacity, augmented HSC expansion, and impaired differentiation toward the myeloid lineage^9–11^. Moreover, Tet2 and 5-hmC levels are increased during smooth muscle cell differentiation^7^. Adult *Tet1*-mutant mice exhibit defective self-renewal of neural progenitor cells and impaired memory extinction^12^. These studies suggest that Tet proteins may possess unique functional roles in epigenetic regulation of stem cell function. Depletion of Tet1 resulted in a reduction of 5-hmC levels and impaired chondrogenic differentiation in a chondroprogenitor cell line^13^. Additionally, 75% of the newborn Tet1-depletion mice exhibit a smaller body size at birth but seemed to gain their body weight when growing to 6–9 weeks^14^, suggesting a potential skeletal defect. However, the role of Tet proteins in skeletal development remains largely unknown.

Bone marrow mesenchymal stem cells (BMMSCs) are a population of non-hematopoietic multipotent stem cells with self-renewal and multipotent differentiation capacities. They play an essential role in maintaining bone/marrow homeostasis^15, 16^. BMMSCs can be regulated at both transcriptional and epigenetic levels in response to stimulation from various environmental elements^17–19^. BMMSC deficiency may contribute to bone degenerative phenotypes in osteopenia disease models^20, 21^.

In this study, we show that Tet1 and Tet2 are required to maintain BMMSC and bone homeostasis. The depletion of Tet1 and Tet2 may lead to hypermethylation of the *P2rX7* promoter to block miR-297a-5p, miR-297b-5p, and miR-297C-5p release, leading to downregulation of Runx2 signaling and osteopenia phenotype.

## Results

### BMMSCs express Tet proteins

Since Tet proteins are expressed in various tissues and play an essential biological role in epigenetic regulation, we hypothesized that Tet proteins may affect BMMSC function. We found that both human and mouse BMMSCs express Tet1, Tet2, and Tet3, as assessed by western blotting and real-time polymerase chain reaction (qPCR; Fig. 1a, b). Double immunostaining confirmed that BMMSCs co-express CD146, a mesenchymal stem cell marker, with Tet1, Tet2, and Tet3 (Fig. 1c). It was reported that different Tet proteins may display distinct roles in developmental processes^9^. To explore the possible roles of Tet family members in maintaining BMMSC and bone homeostasis, we used a BMMSC impairment model (ovariectomized (OVX) mice) to assess whether the expression levels of Tet family members were altered in impaired BMMSCs^22^. Micro-computed tomography (micro-CT) and histological analysis confirmed that bone mineral density (BMD), cortical bone area (Ct.Ar), cortical thickness (Ct.Th), and distal femoral trabecular bone volume of OVX mice were markedly decreased compared with the sham-treated group (Supplementary Fig. 1a-c). The number of colony-forming unit fibroblasts (CFU-F) was significantly elevated in OVX BMMSCs (Supplementary Fig. 1d). Bromodeoxyuridine (BrdU)-labeling assay confirmed that OVX BMMSCs had an increased proliferation rate (Supplementary Fig. 1e). Moreover, OVX BMMSCs showed impaired osteogenic differentiation, as indicated by reduced mineralized nodule formation assessed by alizarin red staining and reduced expression of the osteogenic genes *runt-related transcription factor 2* (*Runx2*), *alkaline phosphatase* (*ALP*), and *osteocalcin* (*OCN*) after 14 days of osteogenic induction, assessed by western blotting (Supplementary Fig. 1f,g). Interestingly, we found that the expression levels of Tet1 and Tet2 were significantly decreased in OVX BMMSCs (Supplementary Fig. 1h). However, the Tet3 expression level remained unchanged. We detected a reduced level of 5-hmC in OVX mice bone marrow stem cells using immunostaining and dot blot assay (Supplementary Fig. 1i-1j), consistent with the fact that Tet proteins convert 5-mC to 5-hmC.

**Fig. 1:**
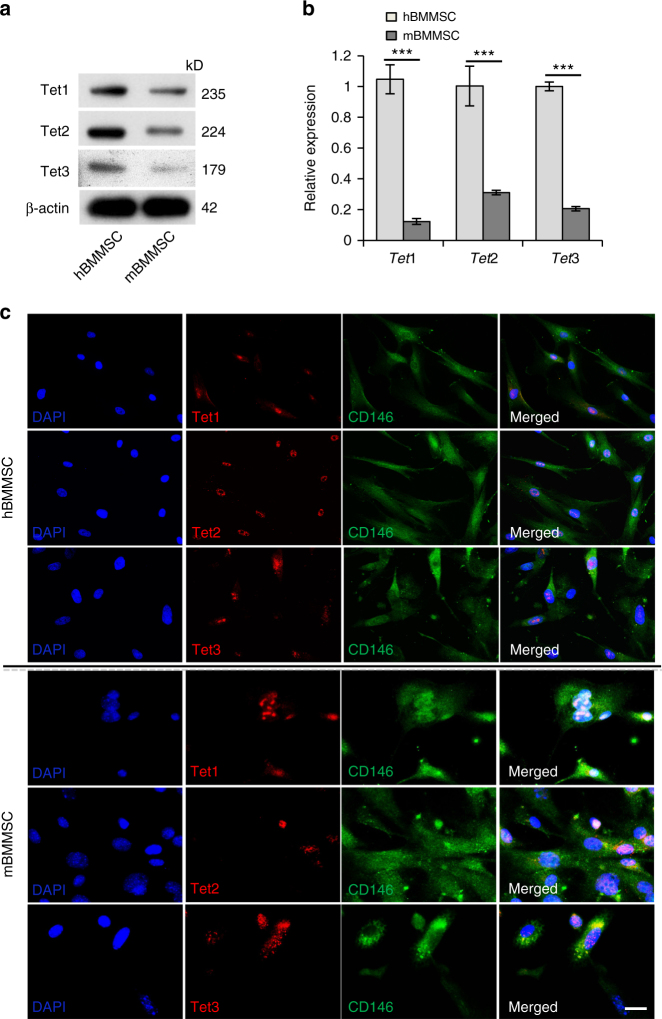
BMMSCs express Tet1, Tet2, and Tet3. **a**, **b** Both human (h) and mouse (m) BMMSCs expressed Tet1, Tet2, and Tet3, as assessed by western blotting (**a**) and qPCR (**b**). **c** Immunocytofluorescent staining showed that CD146-positive BMMSCs expressed Tet1, Tet2, and Tet3. Scale bar, 50 μm. Results are from three independent experiments. ***p <0.001; *p* values calculated using two-tailed Student's *t* test (mean ± SD)

### *Tet* DKO mice show osteopenia phenotype and BMMSC impairment

To explore the role of Tet1 and Tet2 in maintaining BMMSC and bone homeostasis, we compared the bone phenotype of *Prx1*^*cre*^ (control), *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, *Tet1*^−/−^;*Prx1*^cre^*Tet2*^fl/fl^ double knockout (*Tet* DKO) mice at 8–10 weeks of age. Micro-CT and histological analysis showed that *Tet* DKO mice, but not in *Tet1*^−/−^ mice, had significantly reduced BMD, bone volume/tissue volume (BV/TV), Ct.Ar, Ct.Th, and the distal femoral trabecular bone volume (Fig. 2a-c) compared to littermate controls (Fig. 2a-c). The BMD, BV/TV, Ct.Ar, and the distal femoral trabecular bone volume of *Tet* DKO mice were significantly lower than *Tet1*^−/−^ *and Prx1*^cre^*Tet2*^fl/fl^ mice, and the bone volume of *Prx1*^cre^*Tet2*^fl/fl^ mice were lower than control group (Fig. 2a-c and Supplementary Fig. 2a). Then, we also performed a calcein-labeling assay to show that the *Tet* DKO mice had a lower bone turn-over rate, which indicated that their bone formation rate was comparatively decreased (Fig. 2d).

**Fig. 2:**
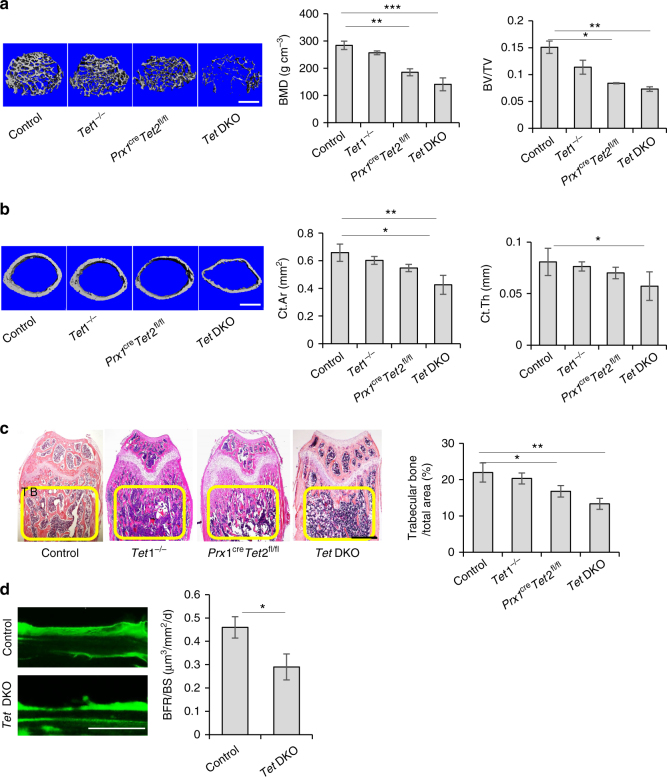
*Tet* DKO mice show an osteopenia phenotype. **a** Bone volume/tissue volume (BV/TV) of trabecular bone area in the femurs of control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO mice were analyzed by micro-CT. **b** The cortical bone area (Ct.Ar) and cortical thickness (Ct.Th) in the femur of control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO mice were assessed by micro-CT. **c** H&E staining showed the trabecular bone volume (yellow-circled area) in the distal femurs of control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO mice. **d** Calcein double labeling assay showed the bone formation rate in the metaphyseal trabecular bone of control and *Tet* DKO mice. The 8–10-week-old *Tet1*^−/−^*Prx1*^*cre*^*Tet2*^*fl/fl*^ mice were used as *Tet* DKO mice in these experiments, and their littermates whose genetic status was *Prx1*^*cre*^ were used as controls. *p < 0.05, **p < 0.01, ***p < 0.001 (mean ± SD). Scale bars, 400 μm (**a**, **b**), 1 mm (**c**), and 25 μm (**d**). Results are from three independent experiments. *p* values were calculated using one-way ANOVA (**a**-**c**) and two-tailed Student's *t* test (**d**)

To examine whether Tet1 and Tet2 affect BMMSC function, we isolated BMMSCs from 8–10-week-old *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, *Tet* DKO mice and littermate controls (Supplementary Fig. 2a, b). Flow cytometric analysis showed that BMMSCs from both control and *Tet* DKO mice were positive for stem cell surface markers Sca1, PDGFR, CD105, CD90, and CD73, but were negative for hematopoietic lineage markers CD34 and CD45 (Supplementary Fig. 2c)^23^. The number of CFU-F was significantly elevated in *Tet* DKO but not *Tet1*^−/−^ and *Prx1*^cre^*Tet2*^fl/fl^ BMMSCs compared to the control group (Fig. 3a). BrdU-labeling assay confirmed that *Tet* DKO but not *Tet1*^−/−^ and *Prx1*^cre^*Tet2*^fl/fl^ BMMSCs had an increased proliferation rate (Fig. 3b). In addition, we found that *Tet* DKO and *Prx1*^cre^*Tet2*^fl/fl^ BMMSCs but not *Tet1*^−/−^ BMMSCs showed reduced osteogenic differentiation, as indicated by reduced mineralized nodule formation (Fig. 3c) and decreased expression levels of osteogenic-related genes *Runx2*, *ALP*, and *OCN* (Fig. 3d). In addition, the osteogenic differentiation capacity of *Prx1*^cre^*Tet2*^fl/fl^ BMMSCs was significantly higher than *Tet* DKO BMMSCs (Fig. 3c, d). We further confirmed that BMMSCs derived from *Tet* DKO and *Prx1*^cre^*Tet2*^fl/fl^ mice had significantly reduced capacity for new bone formation when subcutaneously implanted into immunocompromised mice (Fig. 3e). It was reported that Tet1 and Tet2 may compensate for each other^24^. Since the osteopenia phenotype of *Tet* DKO mice and the impairment of *Tet* DKO BMMSCs were significantly severe than that of *Tet1*^−/−^ and *Prx1*^cre^*Tet2*^fl/fl^ mice, we thus focus on study of *Tet* DKO mice. Control and *Tet* DKO BMMSCs showed similar adipogenic differentiation capacity under adipogenic induction, as indicated by Oil Red O staining and the expression of adipogenic-related genes *lipoprotein* (*LPL*) and *peroxisome proliferator-activated receptor γ2* (*PPARγ2*) (Supplementary Fig. 2d, e). These data indicate that Tet1 and Tet2 depletion impaired BMMSC function.

**Fig. 3:**
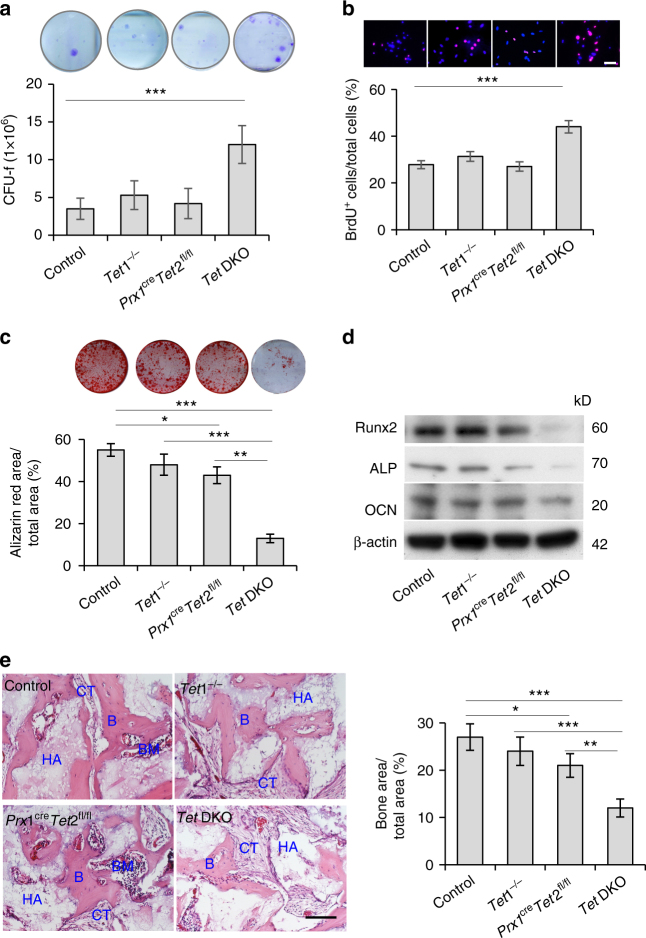
*Tet* DKO mice show BMMSC impairment. **a** Toluidine blue staining showed the CFU-F in control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO BMMSCs. **b** BrdU-labeling assay showed the proliferation rate in control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO BMMSCs. **c**, **d** When cultured under osteogenic inductive conditions, the capacities to form mineralized nodules of control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO BMMSCs were assessed by alizarin red staining (**c**), and the expression of osteogenic markers *Runx2*, *ALP* and *OCN*, as were assessed by western blotting (**d**). **e** New bone (B) formation of control, *Tet1*^−/−^, *Prx1*^cre^*Tet2*^fl/fl^, and *Tet* DKO BMMSCs when subcutaneously implanted into immunocompromised mice with hydroxyapatite tricalcium phosphate (HA/TCP; HA) as a carrier. *p < 0.05, **p < 0.01, ***p < 0.001 (mean ± SD). Scale bar, 50 μm. Results are from three independent experiments. *p* values were calculated using one-way ANOVA

To further confirm the role of Tet1 and Tet2 in maintaining stem cell properties of BMMSCs in vitro, we used small interfering RNAs (siRNAs) to knockdown Tet1 and Tet2 expression in BMMSCs (Supplementary Fig. 2f). Knockdown of Tet1 and Tet2 in BMMSCs induced a higher proliferation rate (Supplementary Fig. 2g); reduced mineralized nodule formation (Supplementary Fig. 2h); decreased expression levels of osteogenic-related genes *Runx2*, *ALP*, and *OCN* (Supplementary Fig. 2i); and reduced capacity for new bone formation when subcutaneously implanted into immunocompromised mice (Supplementary Fig. 2j). The elevated proliferation rate and impairment of osteogenic differentiation were consistent with what was observed in Tet1- and Tet2-depleted BMMSCs. These data confirmed that Tet1 and Tet2 are required to maintain BMMSC stem cell properties.

### miRNAs accumulate in *Tet* DKO

To explore the underlying molecular mechanisms, we performed RNA sequencing (RNA-seq) using RNA from control and Tet1/Tet2 siRNA-treated BMMSCs and found that around 80% of altered genes (*p* < 0.05 and fold change >2) were decreased in Tet1/Tet2 siRNA-treated BMMSCs compared to control group (Supplementary Fig. 3a). 

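RNA-seq was performed on BMMSCs, the adherent stromal cells grown out of mouse bone marrow, with 3 control libraries and 3 libraries from cells treated with siRNAs against Tet1 and Tet2. The methods give the cells as passage 1 and the sample labels as passage 2. The control cells are called vehicle-treated in the RNA-sequencing methods, whereas the siRNA methods and the sample labels name a non-targeting siRNA. Libraries of total RNA were sequenced as paired-end reads on an Illumina HiSeq, and the authors mapped the reads to the mouse genome GRCm38 and estimated gene abundance with DNASTAR Lasergene. The deposited table gives RPKM, the reads on a gene scaled by its length and by the mapped reads of the library, for each library in 36915 rows, of which 18360 stood at the lowest listed value of 0.001 in all 6 libraries. The methods name the unit FPKM. The table gives no read totals. In genes with 1 annotated transcript, between 46.6% and 54.3% of the low values lay within 0.1 of a whole number of reads at the best-matching depth. At a depth fixed beforehand, 20% is expected by chance. The depth was chosen for its match, so the excess over 20% does not test the estimate. By that estimate the control libraries held 37500000, 33100000 and 32500000 reads, and the Tet1/Tet2 siRNA libraries 38400000, 38600000 and 35300000 reads. For the comparison of groups, the row with the highest mean was kept for each symbol, and log2(RPKM + 1) was tested with limma in the 13266 genes whose mean was at least 0.1 RPKM. Fold changes on this scale understate the change of genes with low RPKM.
The targeted genes were examined first in each library. Tet2 was at 2.57, 4.08 and 3.71 RPKM in the control libraries and at 0.358, 0.238 and 0.202 RPKM in the Tet1/Tet2 siRNA libraries, a log2 fold change of -1.80 (standard error 0.13, adjusted p = 2.88e-05 from limma with Benjamini-Hochberg adjustment). Tet1 was near the detection limit, with 0.032, 0.098 and 0.05 RPKM in the control libraries, or about 17, 47 and 23 reads, and 0.001, 0.01 and 0.001 RPKM in the siRNA libraries, or about 0, 6 and 0 reads. Its mean was under the expression minimum, so it was not among the genes tested. Tet3, which was not targeted, was at 7.03 ± 1.55 RPKM (SD, n = 3) in the control libraries and 7.66 ± 0.767 RPKM (SD, n = 3) in the siRNA libraries, a difference within the spread of the replicates (adjusted p = 0.508 from limma).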

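With the thresholds of the paper, an unadjusted p under 0.05 and a fold change over 2, 873 of the 13266 genes tested were altered. Of these, 747 were lower and 126 were higher in Tet1/Tet2 siRNA-treated BMMSCs, so that 85.6% were lower (95% Wilson interval 83.1% to 87.7%). All 873 also had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Without a fold change threshold, 5905 genes had an adjusted p under 0.05, of which 3952 were lower and 1953 were higher. The number of altered genes moved most, to 6940 genes with 66.1% lower, when only an unadjusted p under 0.05 was required. The share depended on the scaling of the libraries. After quantile normalization, 577 altered genes were lower and 207 were higher, and among the genes with an adjusted p under 0.05 the balance turned to 2635 lower and 3598 higher. Scaling by the median ratio gave 3106 lower and 2697 higher genes with an adjusted p under 0.05. In the authors' deposited table, 2083 rows had a deposited p under 0.05 and a ratio of the group mean RPKM over 2, of which 80.4% were lower. The 5 genes with the largest decrease on the log2 scale were Irf7, Ifit3, I830012O16Rik, Ccl7 and Isg15. Irf7, on chromosome 7 of GRCm38 from 141262706 to 141266481, fell from 271.9 ± 28.1 RPKM (SD, n = 3) to 7.81 ± 4.09 RPKM (SD, n = 3). I830012O16Rik is an older symbol of Ifit3b, a paralog of Ifit3, and reads could have been split between these genes. The 5 genes with the largest increase were Gsta3, Sort1, Serpinb2, Mmp8 and Apoc2. Sort1, on chromosome 3 from 108284082 to 108361511, rose from 10.6 ± 0.389 RPKM (SD, n = 3) to 61.6 ± 3.25 RPKM (SD, n = 3).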

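Skeletal genes were examined among the altered genes with a hand-compiled list of 76 genes of bone and cartilage development, which is not a category of WebGestalt and was written before the data were examined. In the 11321 genes tested that reached a mean of 1 RPKM in either group, 28 of the 52 listed genes were altered and lower in Tet1/Tet2 siRNA-treated BMMSCs, against 719 of the 11269 other genes, or 53.8% against 6.38%. The odds ratio was 17.1 (95% interval 9.51 to 31.0, two-sided Fisher's exact test across genes, p = 5.07e-20). Genes are not independent replicates, and this test does not account for genes that vary together. None of the 52 listed genes was altered and higher (0 genes). Without the genes named in the paper, 24 of 46 listed genes were altered and lower and the odds ratio was 16.0. Of the 64 listed genes tested, 52 were lower and 12 were higher, with a median log2 fold change of -0.75. As a set the list was lower in limma's camera test with a preset correlation between genes of 0.01 (adjusted p = 4.93e-06 over 6 lists) and in limma's fry test (adjusted p = 0.00296), and not with a correlation estimated from the data (adjusted p = 0.416). A list of 27 other stromal genes, of which 26 were lower, fell as well, with a median log2 ratio of the group means of -2.06.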

Functional analysis using WebGestalt showed that 19 of the 40 most significant enriched phenotype categories were related to skeletal bone/cartilage development. These altered genes, including *Runx2*, *ALP*, *Mmp2*, *Msx2*, *Sp7*, and *P2rX7*, were highly related with abnormal skeleton development. 

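Each of the 6 genes had lower RPKM in all 3 Tet1/Tet2 siRNA libraries than in any control library. Runx2, on chromosome 17 of GRCm38 from 44495987 to 44814797, fell from 1.70 ± 0.480 RPKM (SD, n = 3) to 0.136 ± 0.0286 RPKM (SD, n = 3), with a log2 fold change of -1.23 (standard error 0.13, adjusted p = 0.000133 from limma with Benjamini-Hochberg adjustment). Alpl, the gene of ALP, lies on chromosome 4 from 137741733 to 137796384. It fell from 3.86 ± 0.411 RPKM to 0.421 ± 0.167 RPKM, and its log2 fold change was -1.78 (standard error 0.11, adjusted p = 1.26e-05 from limma). Mmp2, on chromosome 8 from 92827291 to 92853420, fell from 40.8 ± 4.47 RPKM to 6.92 ± 2.27 RPKM, a log2 fold change of -2.43 (standard error 0.19, adjusted p = 3.85e-05 from limma). For P2rx7, on chromosome 5 from 122643911 to 122691432, RPKM went from 31.6 ± 1.64 to 7.18 ± 1.15, with a log2 fold change of -2.00 (standard error 0.11, adjusted p = 7.05e-06 from limma). Of 27 stromal genes outside the skeletal list, 15 fell less than P2rx7, counting Cav1, which rose. Msx2, on chromosome 13 from 53466884 to 53473074, was at 1.20 ± 0.0576 RPKM in the control libraries and 0.290 ± 0.0386 RPKM in the siRNA libraries. Its log2 fold change was -0.77 (standard error 0.07, adjusted p = 5.76e-05 from limma). Sp7, on chromosome 15 from 102356606 to 102367182, was at 1.76 ± 0.127 RPKM and 0.818 ± 0.482 RPKM, with a log2 fold change of -0.63 (standard error 0.17, adjusted p = 0.0156 from limma). Runx2, Alpl, Mmp2 and P2rx7 passed the fold change threshold of 2 on the log2(RPKM + 1) scale, whereas Msx2 and Sp7 did not. As the ratio of the group mean RPKM, the fold was 4.13 for Msx2 and 2.15 for Sp7, and all 6 genes passed. Sp7 had an adjusted p of 0.058 without siRNA replicate 2. With Bglap, the gene of OCN, 7 genes formed a list fixed before the data were examined, of which 6 had an adjusted p under 0.05 when adjusted over the list alone and 6 over all genes tested. The paper picked the 6 genes other than Bglap from the same libraries, so the first count is not independent evidence. From the altered genes and their phenotype categories, the paper states that they were related to abnormal skeleton development.

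**Figure D1:**
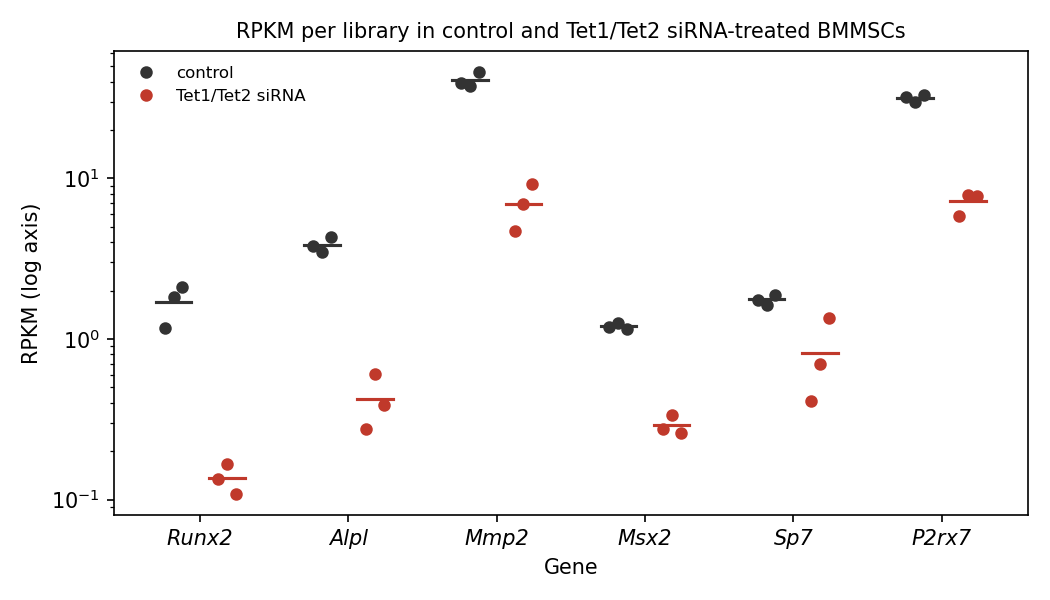
RPKM on a log axis of Runx2, Alpl, Mmp2, Msx2, Sp7 and P2rx7 in the 3 control libraries (black points) and the 3 Tet1/Tet2 siRNA libraries (red points), with the group mean as a line. For each gene the 3 control points lie above the 3 siRNA points, and the gap is smallest for Sp7, whose siRNA values reach 1.35 RPKM.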

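By its p from limma, Runx2 ranked 20 of the 64 skeletal list genes tested and 578 of the 873 altered genes. The rank depended on a single library, since Runx2 ranked 1 in the skeletal list without control replicate 1 and 28 without siRNA replicate 3. With a pseudocount of 0.1, Runx2 ranked 8. By the ratio of the group mean RPKM, a 12.5-fold difference, Runx2 had the largest decrease of the 51 listed genes with a control mean of at least 1 RPKM, ranking 1. The listed gene with the lowest p was Mmp13, which fell from 17.2 RPKM to 6.20 RPKM on average. The ranks refer to the hand-compiled list and not to the phenotype categories of the paper.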

*Runx2* is one of the most significant altered genes in all of the 19-phenotype categories (Supplementary Fig. 3b and Supplementary Table 3). Since *Tet* DKO mice displayed a significant osteopenia phenotype and lower bone formation rate in vivo^25, 26^, we used western blotting and qPCR analysis to show reduced expression of Runx2 in *Tet* DKO BMMSCs. (Fig. 4a, b). After 14-day osteogenic induction, the expression levels of *Runx2*, *ALP,* and *OCN* were decreased in *Tet* DKO BMMSCs compared to control group (Fig. 3d). We compared the expression levels of *Runx2*, *ALP*, and *OCN* on different days after osteogenic induction to investigate if *ALP* and *OCN* were potential direct targets or downstream molecules of *Runx2*. The result showed that the expression level of *Runx2*, but not *ALP* and *OCN*, significantly decreased without osteogenic induction and under 3 days of induction (Supplementary Fig. 3c), suggesting that *ALP* and *OCN* may be the downstream target of *Runx2*. There were also less Runx2-positive cells in femur of *Tet* DKO mice compared to control ones (Supplementary Fig. 3d). Next, to evaluate if *Runx2* can be a direct target for Tet1 and Tet2, we analyzed the *Runx2* promoter using Methprimer software and found *Runx2* promoter lacks CpG island (Supplementary Fig. 3e). We next used chromatin immunoprecipitation (ChiP)-qPCR to analyze if Tet1/Tet2 could directly binding to the site where CpG was comparably rich in the *Runx2* promoter, and the result showed that no binding site was detected (Supplementary Fig. 3f). Thus, we search potential molecules that may connect Tet with Runx2^27, 28^. Since osteogenic differentiation can be governed by microRNAs (miRNAs) via post-transcriptional regulation^29–31^, we investigated whether the variation of miRNAs in *Tet* DKO BMMSCs contributed to the altered *Runx2* expression. We used MicroCosm Targets software to identify 19 miRNAs that may target *Runx2* gene expression (Supplementary Table 1). Interestingly, qPCR analysis showed that the levels of miR-297a-5p, miR-297b-5p, and miR-297c-5p in *Tet* DKO BMMSCs were significantly higher than in control BMMSCs (Fig. 4c). To further evaluate the functional role of miR-297a-5p, miR-297b-5p, and miR-297c-5p, we used mimics of these miRNAs to treat BMMSCs and inhibitors of these miRNAs to treat *Tet* DKO BMMSCs (Supplementary Fig. 3g, h). *Tet* DKO BMMSCs treated with these miRNA inhibitors showed elevated mineralized nodule formation (Fig. 4d, e) and increased expression levels of *Runx2*, *ALP*, and *OCN* under 14 days of osteogenic induction (Fig. 4f and Supplementary Fig. 3i). Moreover, under osteo-inductive conditions, BMMSCs treated with miR-297a-5p, miR-297b-5p, or miR-297c-5p mimics showed reduced mineralized nodule formation (Fig. 4g) and decreased expression levels of osteogenic-related genes *Runx2*, *ALP*, and *OCN* (Fig. 4h, l and Supplementary Fig. 3j). The proliferation rate of *Tet* DKO BMMSCs was decreased by the miR-297b-5p or miR-297c-5p inhibitor treatment (Supplementary Fig. 3k), while the proliferation rate was significantly upregulated in BMMSCs treated with miR-297b-5p or miR-297c-5p mimics (Supplementary Fig. 3l). Collectively, these data indicate that the accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p in *Tet* DKO BMMSCs blocks *Runx2* signaling and results in impaired osteogenic differentiation and elevated proliferation.

**Fig. 4:**
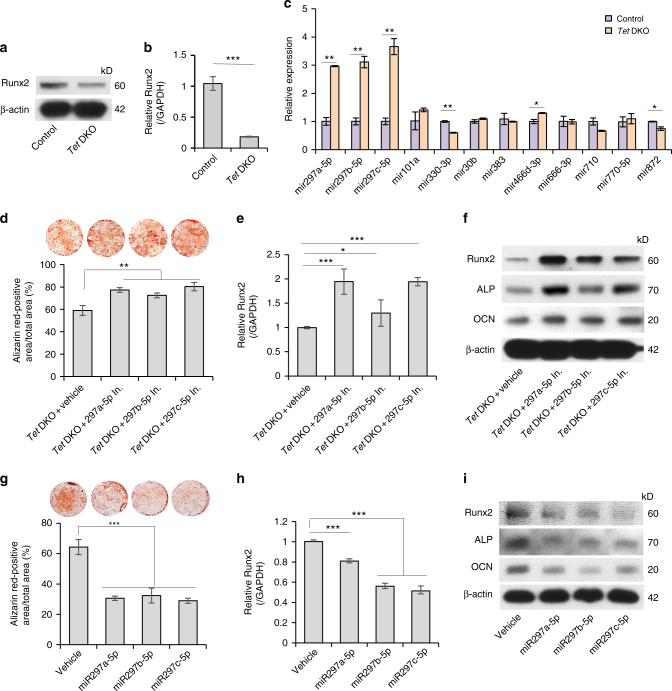
miR-297a-5p, miR-297b-5p, and miR-297c-5p accumulate in *Tet* DKO BMMSCs to block *Runx2* signaling. **a**, **b** The expression of *Runx2* in control and *Tet* DKO BMMSCs was analyzed by western blotting and qPCR. **c** The levels of miR-297a-5p, miR-297b-5p, or miR-297c-5p in control and *Tet* DKO BMMSCs assessed by qPCR. **d** Mineralized nodule formation under osteogenic inductive conditions of *Tet* DKO BMMSC after miR-297a-5p, miR-297b-5p, or miR-297c-5p inhibitor treatment. **e**, **f** The expression levels of osteogenic markers *Runx2*, *ALP*, and *OCN* in *Tet* DKO BMMSCs after miR-297a-5p, miR-297b-5p, or miR-297c-5p inhibitor treatment, as assessed by qPCR (**e**) and western blotting (**f**). **g**–**i** Mineralized nodule formation and the expression of *Runx2*, *ALP*, and *OCN* in BMMSCs after miR-297a-5p, miR-297b-5p, and miR-297c-5p mimic treatment as assessed by alizarin red staining (**g**), qPCR (**h**) and western blotting (**i**). *p < 0.05, **p < 0.01, ***p < 0.001 (mean ± SD). Results are from three independent experiments. *p* values were calculated using two-tailed Student's *t* test (**b**, **c**) and one-way ANOVA (**d**, **e**, **g**, **h**)

### Tet1 and Tet2 control exosome/miRNA secretion in BMMSCs

Next, we examined how miR-297a-5p, miR-297b-5p, and miR-297c-5p accumulated in *Tet* DKO BMMSCs. We could not detect CpG island on the promoter of these three miRNAs, indicating that these may not be directly targeted by Tet1 and Tet2. MSCs can secrete a large number of exosomes^32^, which can transfer proteins, mRNAs, and miRNAs to mediate physiological and pathological processes^19, 33, 34^. We therefore sought to test whether exosome secretion is involved in miRNA accumulation in *Tet* DKO BMMSCs. We found that the amount of exosome-like extracellular vesicles in *Tet* DKO BMMSCs was significantly decreased when compared to the control BMMSCs, as quantified using a Bradford assay (Fig. 5a). We verified that the extracellular vesicles identified in this assay were indeed exosomes, as they expressed exosome markers CD9 and CD81 (Fig. 5b). Exosomes derived from *Tet* DKO BMMSCs expressed reduced levels of CD9 and CD81 compared to control BMMSCs (Fig. 5b). Furthermore, we used an EXOCEP exosome quantitation kit to show that the exosome secretion was decreased in *Tet* DKO BMMSCs (Fig. 5c)^35^. More intracellular exosomes accumulated in *Tet* DKO BMMSCs compared to control BMMSCs, as indicated by more CD9-positive and CD81-positive intracellular exosomes of *Tet* DKO BMMSCs analyzed by immunofluorescence staining and more vesicle accumulation analyzed by transmission electron microscopy (Fig. 5d, e). Previous studies indicated that *P2rX7* is capable of controlling exosome release^36–38^. Immunocytofluorescence staining showed the co-localization of P2rX7 with MSC surface molecule CD146, along with reduced expression level of P2rX7 in *Tet* DKO BMMSCs (Fig. 5f). We showed that the expression level of P2rX7 was decreased in *Tet* DKO BMMSCs compared to the control group (Fig. 5g, h). In addition, we discovered decreased P2rX7 expression levels in Tet1 and Tet2 siRNA-treated BMMSCs (Supplementary Fig. 4a). Previous studies indicated that Tet1 and 5-hmC prefer to co-localize at transcriptional start sites of CpG-rich promoters^27, 28^. In order to investigate whether Tet1 and Tet2 directly regulate *P2rX7*, we used ChIP-qPCR analysis to show that Tet1 and Tet2 bind to the CpG island of *P2rX7* promoter (Supplementary Fig. 4b, Fig. 5i, j). We next examined whether depletion of Tet1 and Tet2 affected the enrichment of 5-hmC level at the *P2rX7* promoter. Hydroxymethylated DNA immunoprecipitation (hMeDIP)-qPCR analysis revealed that *Tet* DKO BMMSCs showed a remarkably decreased 5-hmC level compared to control BMMSCs (Fig. 5k). Consistently, Tet1 and Tet2 siRNA-treated BMMSCs also displayed reduced 5-hmC enrichment at the *P2rX7* promoter (Supplementary Fig. 4c). MeDIP-qPCR analysis revealed that *Tet* DKO BMMSCs showed increased 5-mC level compared to control BMMSCs (Supplementary Fig. 4d). OxBS sequencing analysis also showed that *Tet* DKO BMMSCs displayed elevated methylation in the promoter of *P2rx7* locus compared to control BMMSCs (Supplementary Fig. 4e). These data suggest that *P2rx7* is a direct target of Tet1 and Tet2 for DNA demethylation. Moreover, we detected the overall level of 5-hmC and 5-mC in BMMSCs by dot blot assay and showed that the level of 5-hmC was lower in *Tet* DKO BMMSCs than the control group, while the level of 5-mC was elevated in *Tet* DKO BMMSCs (Supplementary Fig. 4f, g). Furthermore, we overexpressed wildtype Tet1 and Tet2 plasmid and catalytic domain inactive Tet1 and Tet2 plasmid on *Tet-* DKO BMMSCs to analyze whether overexpression could rescue the decreased expression of P2rX7 and osteogenic differentiation. The results showed that wildtype Tet1 and Tet2 plasmid, but not catalytic domain inactive ones, overexpression rescued decreased expression of P2rX7 in *Tet* DKO BMMSCs (Supplementary Fig. 4h). Wildtype, but not catalytic domain inactive, Tet1 and Tet2 plasmid overexpression also elevated the mineralized nodule formation and expression levels of *Runx2*, *ALP*, and *OCN* under osteogenic induction (Supplementary Fig. 4h-j).

**Fig. 5:**
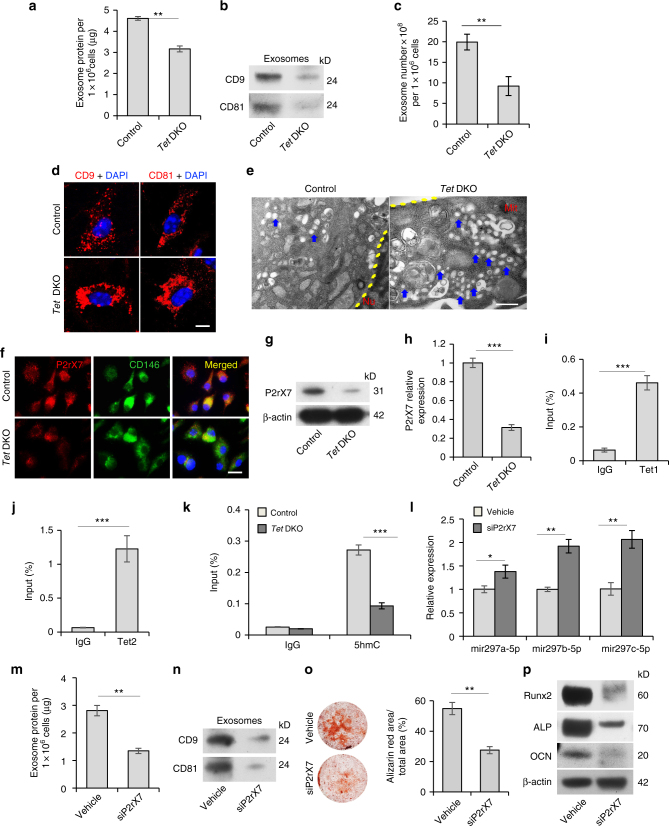
Tet1 and Tet2 control miRNA secretion in BMMSCs through demethylation of *P2rX7*. **a** Bradford assay showed exosome secretion in control and *Tet* DKO BMMSCs. Exosomes from the culture supernatant of 1 × 10^6^ BMMSCs containing proteins were assessed. **b** Western blotting showed exosomes from control and *Tet* DKO BMMSCs expressed CD9 and CD81. Exosome proteins from equal volumes of culture supernatant of WT and *Tet* DKO BMMSCs were loaded for western blotting. **c** Exosomes volumes derived from control and *Tet* DKO BMMSCs was detected by EXOCEP exosome quantitation kit. **d** Immunofluorescent staining showed CD9 and CD81-positive red immunofluorescence labeled exosomes localized in control and *Tet* DKO BMMSCs. **e** Transmission electron microscopic (TEM) showed the micro-vesicular in control and *Tet* DKO BMMSCs. **f** *P2rX7* expression (red) was co-localized with CD146 (green) in BMMSCs, as assessed by immunofluorescent double staining. **g**, **h** The expression of *P2rX7* in control and *Tet* DKO BMMSCs, as assessed by western blotting (**g**) and qPCR analysis (**h**). **i**, **j** Tet1 and Tet2 binding on the promoter of *P2rX7* in BMMSCs, as assessed by ChIP-qPCR. IgG was used as a control. **k** Enrichment of 5-hmC in the *P2rX7* promoter in control and *Tet* DKO BMMSCs, as assessed by hMeDIP-qPCR analysis. IgG was used as a control. **l** The levels of miR-297a-5p, miR-297b-5p, and miR-297c-5p in control and *P2rX7* siRNA-treated BMMSCs, as assessed by qPCR. **m** Exosome secretion levels in control and *P2rX7* siRNA-treated BMMSCs, as assessed by Bradford assay. **n** Western blotting showed the expression of CD9 and CD81 in exosomes derived from control and *P2rX7* siRNA-treated BMMSCs. **o**, **p** Mineralized nodule formation and the expression of *Runx2*, *ALP*, and *OCN* in control and *P2rX7* siRNA-treated BMMSCs, as analyzed by alizarin red staining (**o**) and western blot (**p**). *p < 0.05, **p < 0.01, ***p < 0.001 (mean ± SD). Scale bar, 10 μm (**d**), 200 nm (**e**), 50 μm (**f**). Results are from three independent experiments. *p* values were calculated using two-tailed Student's *t* test

To further verify the role of *P2rX7* in BMMSC differentiation, we used siRNA to knockdown P2rX7 expression in control BMMSCs (Supplementary Fig. 4k). qPCR analysis showed that siP2rX7-treated BMMSCs had increased levels of intracellular miR-297a-5p, miR-297b-5p, and miR-297c-5p (Fig. 5l). Furthermore, siP2rX7-treated BMMSCs showed a reduced capacity to secrete exosomes into the culture supernatant (Fig. 5m), as well as decreased expression levels of exosome-associated proteins CD9 and CD81 compared to the control BMMSCs (Fig. 5n). Under osteo-inductive conditions, siP2rX7-treated BMMSCs showed reduced mineralized nodule formation (Fig. 5o) and decreased expression levels of osteogenic-related genes *Runx2*, *ALP*, and *OCN* (Fig. 5p). Taken together, these findings suggest that Tet1 and Tet2 are required to maintain BMMSC exosome/miRNA secretion through regulating *P2rX7* demethylation.

### *P2rX7* activation rescues impairment of *Tet* DKO BMMSCs

Since *P2rX7* deficiency in *Tet* DKO BMMSCs led to the impairment of BMMSC functions, we used a P2rX7 CRISPR activation plasmid to rescue the *P2rX7* level in *Tet* DKO BMMSCs in vitro (Supplementary Fig. 5a). Overexpression of *P2rX7* facilitated the release of accumulated miR-297a-5p, miR-297b-5p, and miR-297c-5p from *Tet* DKO BMMSCs (Fig. 6a) and improved exosome secretion (Fig. 6b). Western blotting showed the expression levels of CD9 and CD81 were also elevated (Fig. 6c). Moreover, osteogenic differentiation of *P2rX7*-overexpressing *Tet* DKO BMMSCs was markedly improved compared to untreated *Tet* DKO BMMSCs, as assessed by alizarin red staining to show elevated mineralized nodule formation (Fig. 6d) and western blotting to show increased expression of the osteogenic genes *Runx2*, *ALP*, and *OCN* (Fig. 6e). We overexpressed P2rX7 in BMMSCs and subsequently implanted into immunocompromised mice subcutaneously with hydroxyapatite/tricalcium phosphate (HA/TCP) as carrier. The result showed that P2rX7 overexpression elevated BMMSC-mediated in vivo new bone formation (Supplementary Fig. 5b).

**Fig. 6:**
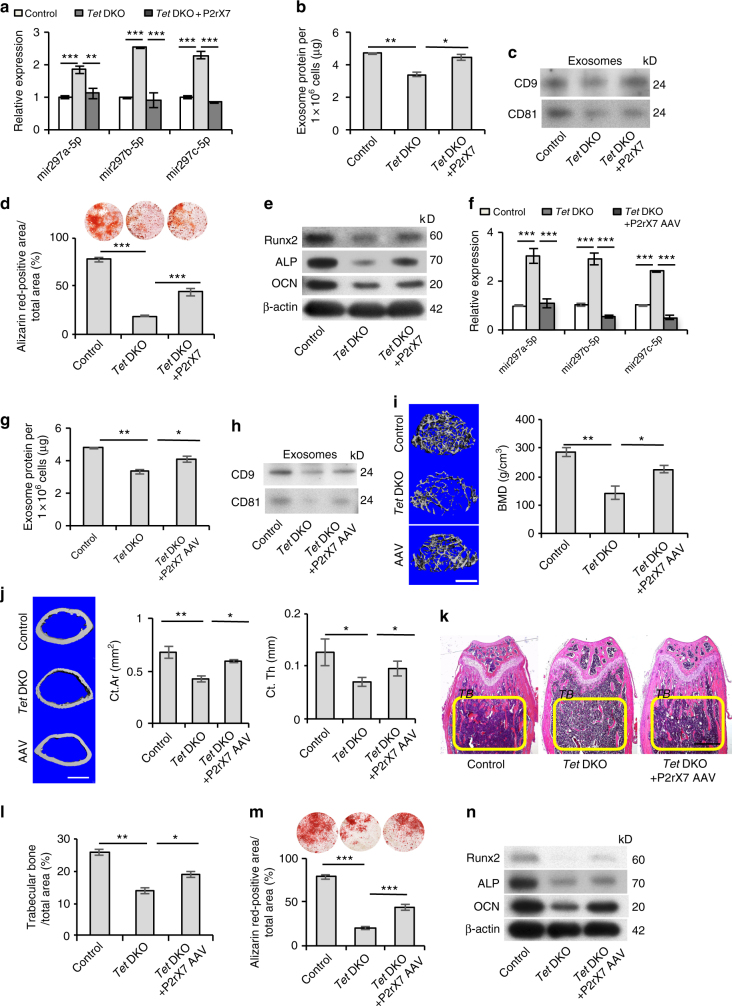
*P2rX7* activation rescues impaired *Tet* DKO BMMSCs and osteopenia phenotype in *Tet* DKO mice. **a** The levels of miR-297a-5p, miR-297b-5p, and miR-297c-5p in control, *Tet* DKO BMMSCs, and *P2rX7* CRISPR activation plasmid-treated *Tet* DKO BMMSCs. **b** Bradford assay showed the exosome secretion in control, *Tet* DKO BMMSCs, and *P2rX7* CRISPR activation plasmid-treated *Tet* DKO BMMSCs. **c** Western blotting showed the expression of CD9 and CD81 in control, *Tet* DKO BMMSCs, and *P2rX7* CRISPR activation plasmid-treated *Tet* DKO BMMSCs. **d**, **e** Mineralized nodule formation and the expression of *Runx2*, *ALP,* and *OCN* in control, *Tet* DKO BMMSCs, and *P2rX7* CRISPR activation plasmid-treated *Tet* DKO BMMSCs, as assessed by alizarin red staining (**d**) and western blotting (**e**). **f** The expression of miR-297a-5p, miR-297b-5p, and miR-297c-5p in control, *Tet* DKO BMMSCs, and adeno-associated *P2rX7* overexpression virus (*P2rX7* AAV)-treated Tet DKO BMMSCs, as assessed by qPCR. **g** Bradford assay showed the exosome secretion level in control, *Tet* DKO BMMSCs, and *P2rX7* AAV-treated BMMSCs. **h** Western blotting showed the expression of CD9 and CD81 in exosomes derived from control, *Tet* DKO BMMSCs, and *P2rX7* AAV-treated BMMSCs. **i** Bone mineral density (BMD) of trabecular bone (TB) area in distal femurs of control, *Tet* DKO, and *P2rX7* AAV-treated-mice, as assessed by micro-CT. **j** The cortical bone area (Ct.Ar) and cortical thickness (Ct.Th) of the femurs of control, *Tet* DKO, and *P2rX7* AAV-treated-mice analyzed by micro-CT. **k**, **l** H&E staining showed the TB volume (yellow-circled area) of control, *Tet* DKO, and *P2rX7* AAV-treated-mice. **m** The capacity of BMMSCs isolated from control, *Tet* DKO, and *P2rX7* AAV-treated-mice to form mineralized nodules as assessed by alizarin red staining. **n** Western blotting analysis showed the expression levels of the osteogenic markers *Runx2*, *ALP*, and *OCN* in control, *Tet* DKO, and *P2rX7* AAV-treated *Tet* DKO BMMSCs. The 8–10-week-old *Tet1*^−/−^*Prx1*^*cre*^*Tet2*^*fl/fl*^ mice were used as *Tet* DKO mice in our experiments, and their littermates whose genetic status was *Prx1*^*cre*^ were used as controls. *p < 0.05, **p < 0.01, ***p < 0.001 (mean ± SD). Scale bars, 400 μm (**i**, **j**), 1 mm (**k**). Results are from three independent experiments. *p* values were calculated using one-way ANOVA

We next investigated the effect of overexpressing *P2rX7* in 8–10-week-old *Tet* DKO mice by systemic injection of adeno-associated P2rX7 overexpression virus (P2rX7 AAV). P2rX7 AAV or control AAV were injected once a week for up to 4 weeks (Supplementary Fig. 5c). To analyze the efficiency of P2rX7 AAV treatment, we used immunostaining to show the increased *P2rX7* expression in P2rX7 AAV-treated *Tet* DKO mouse bone marrow cells (Supplementary, Fig. 5d-f). P2rX7 AAV-treated *Tet* DKO BMMSCs were collected and found to have reduced intracellular levels of miR-297a-5p, miR-297b-5p, and miR-297c-5p (Fig. 6f), improved capacity to secrete exosomes into the culture supernatant (Fig. 6g), and elevated expression of CD9 and CD81 (Fig. 6h and Supplementary, Fig. 5g). Micro-CT and histological analysis showed that P2rX7 AAV-treated *Tet* DKO mice displayed significantly increased BMD, Ct.Ar, Ct.Th, and distal femoral trabecular bone volume compared to control AAV-treated *Tet* DKO mice (Fig. 6i-l). Under osteo-inductive conditions, the osteogenic differentiation of BMMSCs derived from P2rX7 AAV-treated *Tet* DKO mice showed marked improvement when compared to control AAV-treated *Tet* DKO BMMSCs, as indicated by elevated mineralized nodule formation (Fig. 6m) and increased expression of the osteogenic genes *Runx2*, *ALP*, and *OCN* (Fig. 6n). The cell proliferation rate was decreased after the P2rX7 AAV treatment relative to *Tet* DKO BMMSCs, as assessed by BrdU-labeling assay (Supplementary, Fig. 5h). To verify the role of P2rX7 on bone formation, we used P2rX7 AAV to treat osteopenia (OVX) mice. Micro-CT and histological analysis showed that P2rX7-treated OVX mice had significantly increased BMD, Ct.Ar, Ct.Th, and the distal femoral trabecular bone volume when compared to OVX mice (Supplementary Fig. 6a, c). Moreover, P2rX7 AAV treatment could rescue decreased osteogenic differentiation capacity, but not the elevated proliferation rate in OVX BMMSCs (Supplementary Fig. 6d, f). Collectively, these data indicate that *P2rX7* is capable of regulating intracellular levels of miR-297a-5p, miR-297b-5p, and miR-297c-5p through the control of exosome release. Elevating *P2rX7* levels in *Tet* DKO mice rescued BMMSC function and osteopenia phenotype (Supplementary Fig. 7).

## Discussion

The Tet family contributes to DNA demethylation and acts as a key regulator of epigenetic modulation^1, 2, 5^. In this study, we generated *Tet1*^−/−^;*Prx1*^*cre*^*Tet2*^*fl/fl*^ (*Tet* DKO) conditional knockout mice to reveal the functional role of Tet1 and Tet2 in maintaining BMMSC properties and bone homeostasis. Previous studies showed that loss of Tet2 leads to increased replicating capacity in hematopoietic stem cell and myeloid transformation^39, 40^. Inhibition of Tet1/2 suppresses proliferation of umbilical cord (UC)-derived MSCs^41^ and Nanog expression in embryonic stem cells (ES)^1^. Here we showed that Tet1 and Tet2 depletion elevated the proliferation of BMMSCs. Previous study reported that MSCs derived from adipose tissue, BM, and UC origin showed differential pattern of IGF2BP1 expression^41^, implying that the different roles of Tet1/2 on stem cell proliferation may be regulated by IGF2BP1 or other molecules. *Tet* DKO BMMSCs exhibited a significant impairment in osteogenic differentiation, which contribute to the osteopenia phenotype observed on *Tet* DKO mice. It was reported that newborns of Tet1 and Tet2 conventional knockout mice did not show developmental delay although a fraction of these double knockout mice were smaller in size^24^, suggesting that the osteopenia phenotype observed in *Tet* DKO mice may be attributed to the impairment of BMMSC osteogenic differentiation. Bone homeostasis is a tightly regulated process, balancing new bone formation by BMMSC-derived osteoblasts with bone resorption by osteoclasts. Signals that determine the recruitment, replication, apoptosis, and differentiation of cells of both lineages may increase osteopenia risk^42, 43^. For instance, alteration of histone H3K9 acetyltransferase PCAF (p300/CBP-associated factor)^44^, mammalian target of rapamycin (mTOR) signaling^45^ and hydrogen sulfide levels^46^ may lead to osteopenia by impairing osteogenic differentiation of BMMSCs. Our previous studies demonstrated that the depletion of Tet1 and Tet2 leads to impairment of regulatory T cell differentiation and immune system disorders^47^. Mutation of Tet2 in HSCs has been reported to impair their function and leads to diverse myeloid malignancies^48^. Except the direct effect of Tet on BMMSCs, whether immune disorder or abnormal of HSCs caused by Tet mutation contributed to bone disorders and BMMSCs impairment need to be further investigated^49^.

In this study, we proposed a mechanism by which Tet1 and Tet2 may function as upstream epigenetic regulators of *P2rX7*-controlled exosome release. Exosomes play an important role in intercellular communication because they are able to transfer proteins, mRNAs, and miRNAs^50^, contributing to a variety of physiologic processes, including cell homeostasis, differentiation, immune responses, and neuronal signaling^51, 52^. Aberrant exosome secretion may be associated with various human diseases, such as Parkinson’s disease, multiple sclerosis, and Alzheimer’s disease^52–54^. It is known that multiple microenvironment factors including inflammatory cytokines, hypoxia, and infectious agents are capable of promoting MSC secretion through the activation of an exocytotic pathway^55^. However, whether MSC exosome secretion is modulated by epigenetic modification has remained unclear. In this study, we showed that Tet1 and Tet2 directly bind to the CpG island of *P2rX7* promoter to directly regulate its demethylation activity^36–38^. *P2rX7* is an ionotropic receptor that is controlled by adenosine triphosphate. Activation of *P2rX7* triggers a remarkably diverse range of membrane trafficking responses in leukocytes and epithelial cells^56^. The significance of *P2rX7* in regulating bone development and homeostasis has been demonstrated by previous studies. Bone deficiency was observed in *P2rX7* knockout mice^57, 58^. The combination of this evidence prompted us to further examine the functional role of *P2rX7* in regulating MSC secretion and differentiation. In this study, we demonstrated that the activation of *P2rX7* increased the amount of exosome secretion from *Tet* DKO BMMSCs. *P2rX7* deficiency led to the impairment of osteogenic differentiation of BMMSCs. Collectively, our studies reveal that *P2rX7* is a target of Tet demethylation, and that Tet1 and Tet2 can directly modulate *P2rX7*, thereby controlling BMMSC exosome release to maintain bone and BMMSC homeostasis. Tet1 and Tet2 deficiency also reduced the overall level of 5-hmC in BMMSCs, downregulating expression of other potential molecular targets. Further investigation is required to identify and characterise other downstream target molecules of Tet1 and Tet2 in BMMSCs.

The miRNAs are small non-coding RNAs with a length of 18–23 nucleotides that function as post-transcriptional regulators of gene expression^59^. Herein, we computationally identified 19 miRNAs that may target *Runx2*. *Tet* DKO BMMSCs showed a different miRNA expression profile than that of control BMMSCs. Previous studies showed that miR-29b, miR-26a, and miR-767 can target Tet1 to inhibit its expression, leading to a change in 5-hmC levels^60–62^. Conversely, the Tet family can also directly modulate miR-200 by demethylating the CpG islands of the miR-200 promoter^63^. In this study, as there is no CpG island on the promoter of miR-297a-5p, miR-297b-5p, and miR-297c-5p, we reveal a mechanism of interaction between the Tet family and miRNAs and show that Tet1 and Tet2 depletion leads to *P2rX7* promoter hypermethylation and reduced exosome secretion. This results in intracellular accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p in *Tet* DKO BMMSCs. In turn, the intracellular accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p decreases the osteogenic differentiation of *Tet* DKO BMMSCs by inhibiting *Runx2* signaling. Interestingly, we also found that the proliferation rate of BMMSCs is elevated after miR-297b-5p and miR-297c-5p mimic treatment, which is consistent with our findings on *Tet* DKO BMMSCs. Previous studies indicated that the biological role of *Runx2* is not restricted to activating osteoblast lineage-specific genes; it also contributes to negative control of cell proliferation^64^. Our finding may help to explain why the *Runx2*-deficient in *Tet* DKO BMMSCs and the intracellular accumulation of *Runx2*-targeting miRNAs results in the impairment of osteogenic differentiation and elevated proliferation rate. Overexpression of *P2rX7* rescues the exosome release and accumulation status of miR-297a-5p, miR-297b-5p, and miR-297c-5p in *Tet* DKO BMMSCs. In vivo overexpression of *P2rX7* rescues the osteopenia phenotype and BMMSC function in *Tet* DKO mice, suggesting that *P2rX7* may be a potential therapeutic target for treating Tet-associated skeletal disorders. Based on the previous studies, deletion of Tet proteins might lead to other pathogenic process other than osteopenia^65^. Thus, the effect of the exosome secretion impairment caused by Tet depletion might have a broad effect on miRNA release, which may not only specify to the miRNAs targeting Runx2. 

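Of 15 genes compiled by hand as targets of Runx2, 14 of which are also in the skeletal list, 14 were expressed highly enough to be tested after knockdown of Tet1 and Tet2. Of these, 12 were lower and 2 were higher, with a median log2 fold change of -0.69, and 10 of the lower genes and 1 of the higher genes had an adjusted p under 0.05 from limma. The higher gene was Dmp1, which rose from 0.0227 to 0.424 RPKM on average. Col1a1 fell from 488.4 to 72.1 RPKM and Tnfrsf11b from 4.60 to 1.73 RPKM, while Spp1 was at 2346 RPKM in the control libraries and 1967 RPKM in the siRNA libraries (adjusted p = 0.0857 from limma). The list was lower in the camera test (adjusted p = 0.00277) and in the fry test (adjusted p = 0.000434), and not with an estimated correlation between genes (adjusted p = 0.31). Lower expression was not limited to these targets. Of 27 stromal genes in neither list, 26 were lower, with a median log2 ratio of the group means of -2.06. That ratio is another measure than the log2 fold change given above.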

Global gene analysis showed *Runx2* cluster genes were altered after Tet1 and Tet2 knockdown in BMMSCs, implying that the Tet/P2rX7/Runx2 cascade may be one of critical regulating mechanism to maintain bone homeostasis and BMMSC function. As 5-hmC may be involved in establishing and maintaining chromatin structure for both actively transcribed genes and PcG-repressed regulators, it also affects both transcriptional activation and repression roles in a context-dependent manner. The detailed mechanisms of how 5-hmC regulates other genes altered by Tet in BMMSCs may need further investigation^66, 67^

In conclusion, depletion of Tet1 and Tet2 results in BMMSC impairment and an osteopenia phenotype. An increase in exosome secretion and reduction of intracellular accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p, achieved by restoring the level of *P2rX7* in *Tet* DKO BMMSCs, can rescue BMMSC function and bone homeostasis.

## Methods

### Animals

Female C57BL/6J (JAX #000664), B6.129S4-Tet1^tm1.1Jae^/J (JAX #017358, *Tet1*^*+/−*^), B6.129S-Tet2^tm1.1laai^/J (JAX #017573, *Tet2*^*fl/fl*^), and B6.Cg-Tg (Prrx1-cre)1Cjt/J (JAX #005584, *Prx1*^cre^) mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). Age-matched littermates were used in all experiments. The 8–10-week-old C57Bl/6J mice were ovariectomized (OVX)^22^, and sham-operated age-matched female mice served as controls. We purchased immunocompromised nude mice (Beige *nu.nu* XIDIII) from Harlan (Indianapolis, IN, USA). To generate *Tet1*^−/−^*Prx1*^*cre*^*Tet2*^*fl/fl*^ mice, we mated *Tet1*^*+/−*^*Prx1*^*cre*^*Tet2*^*fl/+*^ mice with *Tet1*^*+/−*^*Tet2*^*fl/+*^ mice, and littermates whose genetic status was *Prx1*^*cre*^ were used as controls. All animal experiments were performed under institutionally approved protocols for the use of animal research (University of Pennsylvania Institutional Animal Care and Use Committee #805478).

### Antibodies

The antibodies to Tet1 (ab191698), Tet2 (ab94580), P2rX7 (ab48871), CD146 (ab24577), PDGFRα (ab65258), and OCN (ab10911) were purchased from Abcam (Cambridge, MA, USA). Antibodies to ALP (sc-28904), CD9 (sc-9148), and CD81 (sc-9158) were purchased from Santa Cruz Biotechnology Inc. (Santa Cruz, CA, USA). Antibody to Runx2 (8486) was obtained from Cell Signaling Technology (Danvers, MA, USA). Antibody to Tet3 (20602) was purchased from Novus Biologicals (Littleton, CO, USA). Anti-CD34-PE (551387) and SCA1-PE (553108) antibodies were purchased from BD Biosciences (San Jose, CA, USA). Anti-CD105-PE (12-1051-82), CD45-PE (25-0454-82), CD73-PE (12-0739-42), and CD90-PE (15-0902-82) antibodies were purchased from eBioscience (San Diego, CA, USA). Anti-β-Actin antibody was purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Isolation of mouse BMMSCs

We collected femurs and tibias from mice and flushed out the bone marrow cells with 2% fetal bovine serum (FBS; Equitech-Bio, Kerrville, NY, USA) in phosphate-buffered saline (PBS). All nuclear cells (ANCs) were seeded (15 × 10^6^ cells per dish) in 100 mm culture dishes (Corning, Tewsburg, MA, USA) and incubated at 37 °C under 5% CO_2_ conditions. After 48 h, non-adherent cells were washed by PBS and adherent cells were cultured in alpha minimum essential medium (α-MEM, Invitrogen, Grand Island, NY, USA) supplemented with 20% FBS, 2 mM l-glutamine (Invitrogen), 55 μM 2-mercaptoethanol (Invitrogen), 100 μg ml^−1^ streptomycin, and 100 U ml^−1^ penicillin (Invitrogen) for an additional 14 days. Mouse BMMSCs in passage one were used in this study. For CFU-F assay, we seeded 1×10^6^ ANCs in 60 mm cell culture dishes (Corning). The cells were washed with PBS and stained with 1% toluidine blue solution with 2% paraformaldehyde (PFA, Sigma-Aldrich) after 16 days of culturing. Clusters with more than 50 cells were counted as colonies under microscopy.

### Isolation and culture of human BMMSCs

We purchased human bone marrow from AllCells LLC (Alameda, CA, USA), which were aspirated from healthy human adult volunteers (20–35 years of age). The dissociated cell suspension was filtered through a 70 μm cell strainer, then cultured with α-MEM containing 10% FBS, 10 mM l-ascorbic acid phosphate, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, and 2 mM l-glutamine, incubated at 37 °C under 5% CO_2_ condition. After 48 h, the non-adherent cells were removed. The adherent cells were passaged with 0.05% trypsin containing 1 mM EDTA after being cultured for 14 days.

### Immunofluorescent staining

We seeded BMMSCs on chamber slides (Nunc, Rochester, NY, USA) (2 × 10^3^/well) and fixed the cells with 4% PFA. The chamber slides or histological sections were incubated with primary antibodies (1:100) at 4 ^o^C overnight, then treated with Alexafluoro 488 or Alexafluoro 568 conjugated secondary antibody (1:200, Invitrogen) for 1 h at room temperature. Finally, we mounted the slides with Vectashield mounting medium containing 4',6-diamidino-2-phenylindole (DAPI; Vector Laboratories, Burlingame, CA, USA).

### Western blotting

Total protein was lysed in M-PER mammalian protein extraction reagent (Thermo, Rockford, IL, USA). After the proteins (20 μg) were loaded and separated to 4–12% NuPAGE gel (Invitrogen), they were transferred to 0.2 μm nitrocellulose membranes (Millipore, Billerica, MA, USA). Then, 0.1% Tween-20 and 5% non-fat dry milk were provided to block the membranes for 1 h, followed by overnight incubation with primary antibodies (1:1000) diluted in blocking solution. The membranes were washed and incubated for 1 h in horseradish peroxidase (HRP)-conjugated secondary antibody (Santa Cruz Biotechnology; 1:10,000). SuperSignal West Pico Chemiluminescent Substrate (Thermo) and BioMax film (Kodak) were used to detect the immunoreactive proteins. All full blots presented in the main figures are displayed in the Supplementary Information.

### Real-time PCR

We used miRNeasy Mini Kit (Qiagen, Valencia, CA, USA) to isolate total RNA from the cultured cells according to the manufacturer’s instructions. For qPCR of mRNA, we used SuperScript III Reverse Transcriptase (RT) kit (Invitrogen) to prepare the complementary DNA (cDNA). qPCR was performed using SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) and gene-specific primers. The level of mRNA expression for each gene was normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH). For qPCR of miRNA, miScript II RT Kit (Qiagen) was used to synthesize the cDNA. miScript SYBR Green PCR Kit (Qiagen) was used to perform real-time PCR. We used RUN6 as an endogenous control for BMMSCs. A CFX96 Real-Time PCR System (Bio-Rad) was used for qPCR analysis.

### RNA-sequencing

RNA-seq analyses of total RNA from vehicle and Tet1 and Tet2 siRNA-treated BMMSCs were performed at the Department of Biotechnology, Beijing Institute of Radiation Medicine. Three RNA samples from each group were used for RNA-seq analysis. For each sample, we used NEBNext Ultra RNA library Pre Kit to prepare a sequencing library from 1 μg of total RNA, and 2 × 100 paired-end sequencing in fat run mode was performed using the HiSeq 2500 and Illumina TruSeq SBS-Kit v2 (200 cycles).

### Bioinformatics analysis

Illunina’s bcl bcl2fastq v1.8.4 software (Illumina,San Diego, CA) was used to convert the resulting base calling (.bcl) to FASTQ files. Mapping RNA-seq reads on the mouse genome (*Mus musculus* GRCm38) after trimming the adaptors, transcript assembly, and abundance estimation were performed using DNASTAR Lasergene v15.0 (DNASTAR, Madison, WI) and reported using FPKM (fragments per kilobase of exon per pillion fragments mapped). The Gene Pattern and WebGestalt were used for functional analysis.

### In vitro osteogenic differentiation

BMMSCs were cultured in osteogenic medium containing 100 μM l-ascorbic acid 2-phosphate (Wako), 2 mM β-glycerophosphate (Sigma-Aldrich), and 10 nM dexamethasone (Sigma-Aldrich) in the growth medium. After 14 days of osteogenic induction, western blotting was performed to detect the expression levels of Runx2, ALP, and OCN. After 4 weeks of induction, mineralized nodule formation was detected by staining with 1% Alizarin Red S (Sigma-Aldrich) for the cultures. The stained positive areas were quantified using the National Institutes of Health (NIH) ImageJ software and shown as a percentage of the total area.

### Cell proliferation assay

Mouse BMMSCs (10 × 10^3^/well) were cultured on 2-well chamber slides (Nunc, Rochester, NY, USA) for 2–3 days. After being incubated with BrdU solution (1:100) (Invitrogen) for 20 h, the cultures were stained with BrdU antibody (1:200, Invitrogen) at 4 °C overnight, then treated with Alexafluoro 568 conjugated secondary antibody for 1 h at room temperature. Finally, Vectashield mounting medium containing DAPI (Vector Laboratories, Burlingame, CA, USA) was used to mounted slides. BrdU-positive cells were counted and indicated as a percentage of the total cell number, and 10 images were analyzed per subject. Three independent samples were repeated for each experimental group.

### Isolation and characterization of exosomes

Exosomes were isolated from BMMSCs by ultracentrifuge. Exosome-depleted medium (complete medium depleted of FBS-derived exosomes by overnight centrifugation at 100,000 × *g*) was used to culture cells for 48 h. We used differential centrifugation to extract exosomes from culture supernatants of 12 × 10^6^ BMMSCs^68^, at 300 × *g* for 10 min, 3000 × *g* for 10 min, 20,000 × *g* for 30 min, and 120,000 × *g* for 70 min. For analysis of exosome protein secretion, Bradford protein assay (Bio-Rad Laboratories) was used to measure the amount of total protein in purified exosomes from 12×10^6^ BMMSCs. Total exosome protein was normalized to 1×10^6^ cells to show the amount as micrograms per 1×10^6^ cells. EXOCEP exosome quantitation kit (System Biosciences Inc.) was used to quantitate the number of vesicles, following the manufacturer’s instruction^35^.

### siRNA knockdown, CRISPR activation plasmid, Tet plasmid microRNA mimic, and inhibitor transfection

For siRNA knockdown, we seeded 0.2 × 10^6^ BMMSCs on a 6-well culture plate. Tet1, Tet2, and P2rX7 siRNAs (Santa Cruz Biotechnology) were used to treat the BMMSCs according to the manufacturer’s instructions. Non-targeting control siRNAs (Santa Cruz Biotechnology) were used as negative controls. pCDF-mTET1 (Addgene #81052), pCDF-His-mTET1CD∆cat (Addgene #81054), pcDNA3-Tet2 (Addgene #60939), and pScalps_Puro_mTet2 catalytic domain HxD (Addgene #79611) were purchased from Addgene (Cambridge, MA). For P2rX7 CRISPR activation and Tet plasmid (Santa Cruz Biotechnology) transfection, we seeded 0.2 × 10^6^ BMMSCs on a 6-well culture plate, and transfected with P2rX7 CRISPR activation plasmid (Santa Cruz Biotechnology) using Lipofectamine LTX with Plus reagent (Life Technologies) according to the manufacturer’s instructions. We used control CRISPR activation plasmids as a negative control. The miR-297a-5p, miR-297b-5p, and miR-297c-5p mimics, inhibitors and negative controls (Qiagen) were transfected into cells according to the manufacturer’s instructions. Briefly, BMMSCs (0.2 × 10^6^) were seeded on a 6-well culture plate and transfected with miR-297a-5p, miR-297b-5p, miR-297c-5p mimics, or inhibitors using Lipofectamine LTX with Plus reagent (Life Technologies) according to the manufacturer’s instructions.

### Methylated and hydroxymethylated DNA immunoprecipitation (hMeDIP)

Immunoprecipitation of 5-mC and 5-hmC was performed using Active motif MeDIP kit and hMeDIP Kit with minor modifications. We used Branson sonicator to sonicate DNA into short fragments (100 to 1000 base pairs (bp)) for 20 min with 15 s on, 15 s off cycles at low power. We heat-denatured sonicated DNA at 95 °C for 10 min. Sonicated DNA (1 μg) was immunoprecipitated with 4 μl of mouse anti-5-methylcytosine or anti-5-hydroxymethylcytosine monoclonal antibody (Active Motif, 1 μg μl^−1^). After overnight incubation at 4 °C, we added magnetic beads to the DNA-antibody mixture and samples were incubated for 2 h at 4 °C. Isolation of immunoprecipitated DNA was performed according to the kit instructions. SYBR® Green Supermix (Bio-Rad) was used to perform qPCR on a Bio-Rad CFX96 Real Time system, as indicated by the manufacturer’s protocol. The percentage of enrichment was calculated relative to the amount of DNA used in the IP reaction.

### Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR)

5×10^6^ cells were cross-linked and used for each immunoprecipitation, and chromatin was sheared with a Branson sonicator. Millipore ChIP kit was used to perform immunoprecipitation according to the manufacturer’s protocol. To precipitate DNA-protein complexes, Tet1 and Tet2 antibodies were used and IgG was used as an isotype control. Percentage input was determined by removing an aliquot of sheared chromatin prior to immunoprecipitation and comparing amplification of this DNA to amplification of the precipitated chromatin. Putative Tet1 and Tet2 binding sites in the P2rX7 promoter were investigated using MethPrimer software to predict the CpG island^69^.

### Transmission electron microscopy

For transmission electron microscopy (TEM), control and *Tet* DKO BMMSCs were collected by centrifugation and fixed with 2.5% glutaraldehyde overnight and then fixed with 1% osmium tetraoxide for 2 h, dehydrated in a graded series of ethanol concentrations, and embedded in SPIPON812 resin and polymerized. The block was sectioned by microtome (Leica EM UC6). The ultrathin sections approximately 70 nm, mounted on copper grids, uranyl acetate, and lead citrate were used to stain, and examined, and photographed with a FEI Tecnai spirit TEM (FEI Tecnai Spirit 120 kv).

### Histology

To assess trabecular bone and bone marrow areas, femurs were fixed in 4% PFA, decalcified with 5% EDTA (pH 7.4), and embedded in paraffin. For histological analysis, sections were deparaffinized and stained with hematoxylin and eosin (H&E). The trabecular bone area percentage was then calculated using NIH ImageJ software.

### Micro-CT analysis

Femurs were fixed in 4% PFA, and analyzed using a μCT scanner (micro-CT 35, Scanco Medical AG, Brüttisellen, Switzerland). Briefly, the distal end of the femur corresponding to a 0 to 4.1 mm region above the growth plate was scanned at 6 μm isotropic voxel size. For the trabecular bone analysis, the images of the secondary spongiosa regions 0.6 to 1.8 mm above the highest point of the growth plate were contoured. BMD and BV/TV were calculated using standard 3D microstructural analysis. After smoothing the image with a 3D gaussian low-pass filter (Sigma 0.7 voxels), the CT images were segmented into bone and marrow regions by applying a visually chosen for the cortical bone assessment. The outer and inner perimeter of the cortical midshaft was determined by a 3D triangulation of the bone surface of the 20 slices, and the formula Ct.Th = 1/2 × BS/BV was used to calculate cortical thickness. Ct.Ar was calculated by the formula Ct. Ar = thickness of ring × length of middle line = thickness × (outer circumference + inner circumference)/2.

### P2rX7 AAV treatment in *Tet* DKO mice

P2rX7 overexpression adeno-associated virus (P2rX7 AAV, Applied Biological Materials Inc., Richmond, BC, Canada) was used to overexpress P2rX7 in vivo. P2rX7 AAV (1×10^9^ GC) or AAV control virus was injected into the *Tet* DKO mice once a week for up to 4 weeks. After the therapy, samples were harvested immediately for histological assessments and BMMSC isolation.

### In vivo BMMSC-mediated bone formation

We subsequently implanted 4.0×10^6^ BMMSCs mixed with 40 mg HA/TCP ceramic powder (Zimmer Inc., Warsaw, IN, USA) under the dorsal surface of 8-week-old immunocompromised mice. The transplants were harvested at 8 weeks post implantation, fixed in 4% PFA, and decalcified with 5% EDTA, then embedded in paraffin. The sections were stained with H&E. For quantification of in vivo new bone regeneration, we calculated the area of bone formation with 10 representative images from different regions of the BMMSC implants using ImageJ software (National Institutes of Health, Bethesda, MD). Each experimental group was repeated with three independent implants.

### Dot blot assay

DNA was diluted to 100 ng ml^−1^ and a dilution series was performed; 1 μl was spotted on a 0.45 μm pore size positively charged nylon membrane and wait for drying in the air, then the membrane was baked in 80 °C vacuum oven for 2 h. The membrane was blocked using 5% milk/0.1%Tween-20/Tris-buffered saline for 1 h, and being incubated with 5-hmC (1:1000) or 5-mC (1:1000) antibodies overnight at 4 °C. Then, the membrane were washed and incubated for 1 h in HRP-conjugated secondary antibody (Santa Cruz Biotechnology; 1:10,000). Finally, SuperSignal West Pico Chemiluminescent Substrate (Thermo) and BioMax film (Kodak) were used to do the detection.

### Methylation-specific PCR and OxBS sequencing

To assess P2rX7 methylation status, optimized oxidative bisulfite sequencing (OxBS sequencing) was used. A highly selective chemical oxidizes 5-hmC to 5-formylcytosine (5fC) and then bisulfite treatment deformylated and deaminated 5fC to uracil, and appears as thymine (T) in sequencing analysis. The 5-mC is not deaminated and appears as a cytosine (C) in sequencing analysis. Oxidative bisulfite conversion, which is able to produce an accurate readout distinguishing 5-mC from 5-hmC, was performed using a TrueMethyl™ kit (Cambridge Epigenetix, UK), according to the manufacturer’s instructions^70^. For methylation-specific PCR, pretreated DNA was amplified with methylation-specific primers for P2rX7 as listed in the supplementary table 2 and were sequencing as we previously reported^47^.

### Statistics and reproducibility

For animal study, we used at least five mice and experiments were performed three times, unless otherwise stated in the figure legends. No specific statistical test was used to predetermine the sample size. Comparisons between two groups were analyzed using independent unpaired two-tailed Student’s *t*-tests, and comparisons between more than two groups were analyzed using one-way analysis of variance with the Bonferroni correction if the data did not met the normality distribution assumption. The *p* values of less than 0.05 were considered statistically significant. In vitro and in vivo experiments were studied in a non-blinded fashion, no method of randomization was used, and typically no sample was excluded for the analysis.

### Data availability

The data that support the findings in this study are available from the corresponding author upon reasonable request. RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) database by GSE108872.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

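RNA-seq of 6 libraries was examined, 3 from control and 3 from Tet1/Tet2 siRNA-treated mouse BMMSCs. The authors trimmed adaptors, mapped the reads to GRCm38, estimated gene abundance with DNASTAR Lasergene and deposited 1 table of RPKM values on a linear scale, which the methods call FPKM. The annotation release, the use of strand and the handling of reads that match several places are not given in the paper's text, so values of near-identical paralogs are uncertain. The table also holds the authors' p-value for each row, and every value column was used. The deposited p-value equals a two-sided unpaired comparison of the linear RPKM with equal variances, to within 3.5e-09, and is absent in 18361 rows. The table has 36870 distinct symbols. There are 27 rows whose symbol is a number of the kind a spreadsheet makes of a date, and these were not named.

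For each symbol listed more than once (37 symbols), the row with the highest mean was kept. Genes with a mean of at least 0.1 RPKM over the 6 libraries were tested, 13266 in all. The log2 of RPKM plus a pseudocount of 1 was compared between the groups, two-sided, with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called altered with an unadjusted p under 0.05 and a fold change over 2, the thresholds of the paper. The paper's text names a general two-sided test in its statistics section and no test for the RNA-seq. For a single gene, 3 libraries against 3 cannot give an exact permutation p under 0.1, so single genes rest on the variance limma shares across genes. On simulated libraries with the means and spread of the real genes, limma recovered 200 of 200 changed genes at an adjusted p under 0.05 and called 9 of 12953 unchanged genes. The changed genes were drawn from the more abundant genes, with changes larger than the threshold of 2 and noise independent between genes. The recovery therefore does not cover smaller changes or genes as low as Tet2, Runx2, Alpl, Msx2, Sp7 and Bglap.

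The depth was estimated in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) as the number of reads at which low RPKM values of genes with 1 transcript in GENCODE M21 come out closest to whole reads. Between 46.6% and 54.3% of those values did, so it is an estimate and no count test was run. The median was 33100000 reads in the control group and 38400000 in the siRNA group. With the longest annotated transcript of Tet1, 1 read was worth between 0.0018 and 0.0021 RPKM. The reads behind the values of the Tet genes, the other genes of the list fixed beforehand and Bglap2 were estimated in the same way, with the longest annotated transcript of each.

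Lists of skeletal genes, Runx2 targets, proliferation, macrophage, interferon-response and exosome genes were compiled by hand before the data were examined, as were the design, the alternatives and the rule for the genes named. The rule took the genes named in the paper, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 whose groups did not overlap. A stromal list and the surface markers of the paper were added later, and whether stromal and skeletal genes fell by a common factor was tested with limma on log2 of RPKM plus 0.01, each library centred on the median of the stromal list. The 6 lists were tested with camera at a preset correlation of 0.01, with adjustment over the 6 lists, and the skeletal list with Fisher's exact test against the genes reaching a mean of 1 RPKM in either group. Gene positions are from GENCODE M21, on GRCm38.

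Replicates of a group correlated with r between 0.992 and 0.997 over the genes tested, and libraries of different groups with r between 0.949 and 0.969. The replicate numbers are shared between the groups in the sample labels. Whether they pair the libraries was checked with the correlation, across genes, of deviations from the group means. It was 0.149, 0.117 and 0.462 for replicates 1, 2 and 3, all over 0.1, so the numbers were treated as pairs in a further fit. The pairing rests on these values alone, since neither the paper nor the labels say what a number stands for, and control replicate 1 with siRNA replicate 2 reached 0.332.

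The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a mean of at least 1 RPKM, 4 other scalings of the libraries, eBayes without trend, gene-wise variance without moderation, the replicate block, each library left out in turn, other thresholds, the sum of the rows with the same symbol, and other list tests. WebGestalt's phenotype categories and the supplementary tables of the paper were not used here.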

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

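All tests of explanations in this part were chosen after the results had been seen.

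A set of 126 genes outside those the paper discusses was altered and higher in the Tet1/Tet2 siRNA libraries, above the level in the control libraries. The paper reports on the lower genes. In the deposited scaling 85.6% of the altered genes were lower. A few abundant transcripts took more of the siRNA libraries, since the 10 most abundant rows held 20.1%, 19.0% and 17.8% of the summed RPKM there against 11.8%, 11.5% and 10.6% in the control libraries. That would lower the RPKM of all other genes. Scaling by the median ratio left 79.9% of the altered genes lower, so this scaling does not account for the whole excess. The excess was also present at each transcript length, although it grew with length, from 81.4% lower in the shortest to 84.6% in the middle and 89.96% in the longest transcripts (279 altered genes in each group), and in genes of low, middle and high GC content, with a lowest share of 83.9%, over the 837 altered genes that could be matched to a transcript. Only the real split of the 6 libraries gave as many altered genes, 1 of 10 splits, and 1 of 10 gave as many genes with an adjusted p under 0.05. The other 9 splits gave 0 genes of either kind, with 40 to 604 genes at an unadjusted p under 0.05. Among the 4 splits that part all 3 replicate pairs, the other 3 gave 44 to 106 such genes. With 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count. An effect of the Tet1/Tet2 knockdown remains open as the biological explanation, and quantile normalization turned the larger set of genes with an adjusted p under 0.05 to 42.3% lower.

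Genes of the macrophage list, which the paper does not discuss, were slightly above the control level in the siRNA libraries, with a median log2 ratio of the group means of 0.18 over 28 genes, of which 19 were higher and 9 lower. The rise passed in the camera test (adjusted p = 0.00353) and did not pass in the fry test (adjusted p = 0.136), with an estimated correlation (adjusted p = 0.428) or after quantile normalization (adjusted p = 0.264). A smaller share of stromal cells would raise all macrophage genes alike. They moved apart instead, with an SD of 0.61 across genes where the replicate standard error had a median of 0.10, and 10 genes rose and 4 fell with an adjusted p under 0.05. Lyz2 rose from 4439 to 11321 RPKM, and Fcgr1 fell by 1.97 on the log2 scale. A smaller stromal share as the whole cause is thereby argued against, and a change within the macrophages themselves stays open, as does an effect of the knockdown, which was not tested separately.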

How the results depend on the processing

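Tet2, Runx2, Alpl, Mmp2, Msx2, P2rx7 and the 10 genes with the largest changes kept their direction and an adjusted p under 0.05 under every alternative that could be run for them, and Tet3 and Bglap stayed above 0.05. The mean of at least 1 RPKM removed Runx2, Msx2 and Bglap, so they have no value there, and Tet1 was tested only without the filter, with an adjusted p of 0.0518. The log2 fold change of P2rx7 ranged from -2.15 to -1.87 and that of Runx2 from -3.52 to -1.07. Sp7 lost its adjusted p under 0.05 after quantile normalization (log2 fold change -0.40, adjusted p = 0.0523) and with gene-wise variance without moderation (-0.63, adjusted p = 0.0961). Across the 6 fits that each left out one replicate, its log2 fold change went from -0.84 to -0.47, and the adjusted p was 0.058 without siRNA replicate 2. Over all its alternatives the highest adjusted p of Sp7 was 0.0961.

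The number of altered genes was 873 and rose to 1728 with a pseudocount of 0.1, 1958 with a pseudocount of 0.01, 1930 with the ratio of the group mean RPKM as the fold change and 6940 without a fold change threshold. All 873 genes were among the altered genes with either smaller pseudocount. With the p-values of the authors' deposited table and the ratio of the group means, an alternative chosen after seeing the data, it was 2083. A smaller pseudocount, or none, gives low genes larger fold changes by construction. Leaving out one replicate gave 807 to 965 genes. The genes with an adjusted p under 0.05 numbered between 3953 and 6716 over all alternatives, and 4420 to 6150 across the fits that each left out one replicate.

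The share of altered genes that were lower, 85.6%, went to 81.2% with a pseudocount of 0.01, 79.9% with median ratio scaling, 73.6% with quantile normalization, 81.4% with the ratio of the group means, 66.1% without a fold change threshold and 80.4% with the p-values of the authors' deposited table. It stayed between 85.4% and 86.2% with one replicate left out. Among genes with an adjusted p under 0.05 the share was 66.9%, and became 65.2% with a mean of at least 1 RPKM, 74.2% with each library rescaled to the same sum, 53.5% with median ratio scaling and 42.3% with quantile normalization. Across the fits without one replicate it was 66.9% to 69.6%. The median log2 fold change of all genes tested was -0.09, and 0.06 after quantile normalization, so the balance of lower and higher genes is relative to the scaling. Rescaling to the same sum (TPM) also lowers the weight of the pseudocount, because the RPKM columns sum to less than TPM does.

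Of the 6 genes the paper lists, 4 were altered. The number was 6 with either smaller pseudocount, with the ratio of the group means, without a fold change threshold and with the p-values of the authors' deposited table, 5 with each library rescaled to the same sum, and 3 with a mean of at least 1 RPKM, which removed Runx2. It was 4 in each fit that left out one replicate.

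The rank of Runx2 depended on the processing. Among the skeletal list genes it was 20, and 8 with a pseudocount of 0.1, 7 with a pseudocount of 0.01, 13 with each library rescaled to the same sum and 12 relative to Gapdh. Leaving out one replicate gave 1 to 28, with 1 without control replicate 1. As a percent of the number of altered genes the rank was 20.8% with a pseudocount of 0.1, 18.0% with 0.01, 61.5% without a filter on low values, 38.8% with each library rescaled to the same sum, 79.2% after quantile normalization, 34.9% relative to Gapdh, 84.7% with the replicate block and 13.6% to 89.7% with one replicate left out. The cause was not tested.

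The skeletal list kept an odds ratio between 13.4 and 21.0 over 18 alternatives. With the camera test's correlation estimated from the data, the lists lost their adjusted p under 0.05 although their medians were the same, at -0.75 for the skeletal genes (adjusted p = 0.416), -0.69 for the Runx2 targets (0.31), -3.01 for the interferon-response genes (0.156) and 0.19 for the macrophage genes (0.428). The macrophage list also lost it with the fry test (median 0.19) and after quantile normalization (median 0.17). The exosome list had no adjusted p under 0.05 under any alternative, and no clear direction. Its median was -0.053, while the camera test, which sets a list against the other genes, placed it upward. The test's direction turned downward without the filter (median -0.076), with each library rescaled to the same sum (median -0.14) and with the fry test (median -0.053, adjusted p = 0.0692), and the median itself turned to 0.043 with median ratio scaling and 0.025 with quantile normalization. The cause was not tested.

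With the replicate block, 6716 genes had an adjusted p under 0.05 against 5905 without it, with 859 genes gained and 48 lost. The paired fit was followed for Tet2, Tet3, the genes of the list fixed beforehand, the genes with the largest changes, the list tests and the summary counts. Among these, it changed no call apart from the rank of Runx2. Tet1, the surface markers and the other single genes were not followed one by one in the paired fit. The depth, an estimated 32500000 to 38600000 reads, limits Bglap and Tet1. With its longest annotated transcript, Bglap had at most about 7 reads in a control library and about 2 in an siRNA library, so its adjusted p above 0.05 does not show that it was unchanged. Tet1 had at most about 47 reads in a library.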

Differences from the paper's values

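The paper's share of altered genes that were decreased is around 80% and the share found here was 85.6%, which lie within 1.5 times of each other.

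The paper lists Msx2 and Sp7 among the altered genes. On the log2(RPKM + 1) scale Msx2 had a log2 fold change of -0.77 and Sp7 of -0.63, short of the fold change threshold of 2. Both passed with a pseudocount of 0.1 (log2 fold changes of -1.74 and -1.15), with a pseudocount of 0.01 (-2.02 and -1.26), with the ratio of the group mean RPKM as the fold change and without a fold change threshold, alternatives set before the data were examined, and Msx2 also passed with each library rescaled to the same sum (-1.22). Both passed with the p-values of the authors' deposited table as well, an alternative chosen after seeing the values. In the other alternatives run for these genes neither passed, and a mean of at least 1 RPKM left Msx2 untested.

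The paper places Runx2 among the genes with the strongest significance in its skeletal categories. Here Runx2 ranked 20 of 64 by p in a skeletal list compiled by hand. It ranked 1 without control replicate 1, 7 with a pseudocount of 0.01, 8 with a pseudocount of 0.1, 12 relative to Gapdh and 13 with each library rescaled to the same sum, all set before the data were examined. Others, also set beforehand, moved it down, to 28 without siRNA replicate 3 and 24 without control replicate 2. It ranked 22 with the replicate block, without siRNA replicate 1 and with gene-wise variance without moderation. In the remaining alternatives run for it, Runx2 ranked 17 to 19. By the ratio of the group means it ranked 1 of 51. Ranked by the p-values of the authors' deposited table, over the whole table and not a skeletal list, Runx2 stood at 3092. Msx2 stood at 146 there, P2rx7 at 186, Alpl at 588, Mmp2 at 817 and Sp7 at 5705.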

Other observations

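All tests of explanations in this part were chosen after the results had been seen.

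Macrophage transcripts were among the most abundant in all 6 libraries. The macrophage list, written before the data were examined, had a median percentile of 98.8 among the genes tested by control mean, and 23 of its genes were in the top 5%. Lyz2 was at 4439 RPKM, Ctss at 2051, C1qb at 1242 and Cd68 at 875 RPKM in the control libraries. The list shares no gene with the skeletal, interferon-response or stromal lists (0 genes). A single contaminated library is argued against, since the library with the lowest median over the list still had 223.6 RPKM and the highest 364.4 RPKM. A candidate explanation is RNA from macrophage-lineage cells in the cultures. No other cell preparation was sequenced, so how much of the RNA came from such cells was not measured. Ptprc, the gene of CD45, was at 52.6 ± 4.57 RPKM (SD, n = 3) in control and 53.04 ± 6.04 RPKM in siRNA libraries, and Thy1, the gene of CD90, at 0.061 ± 0.043 and 0.059 ± 0.0767 RPKM. The paper reports BMMSCs of control and Tet DKO mice, which are other samples, as positive for CD90 and negative for CD45 by flow cytometry. Of the other markers it names there, Ly6a, the gene of Sca1, fell from 152.2 to 16.4 RPKM Pdgfra from 9.92 to 0.944 RPKM and Pdgfrb from 30.2 to 5.19 RPKM. Eng, the gene of CD105, went from 23.8 to 15.6 RPKM, and Nt5e, the gene of CD73, from 0.911 to 0.639 RPKM. Cd34, reported as negative by flow cytometry, was at 1.10 RPKM in the control and 1.14 RPKM in the siRNA libraries. These markers were chosen after their values were seen.

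The fall of skeletal genes went with a fall of stromal genes that are not in the skeletal list. Over 27 such genes with a control mean of at least 1 RPKM, 26 were lower and the median log2 ratio of the group means was -2.06, against -1.53 over 51 skeletal genes. A lower depth is argued against as far as the depth estimate holds. The siRNA libraries had a median of 38400000 estimated reads and the control libraries 33100000. Scaling by a few abundant transcripts is argued against as the whole cause, since the median log2 fold change of the skeletal list was -0.72 with median ratio scaling and -0.75 without. A smaller share of stromal cells would lower by a common factor those genes that only stromal cells express. With each library centred on the median of the stromal list, 10 of the 27 stromal genes moved apart from it (adjusted p under 0.05 from limma), of which 4 fell more and 6 fell less or rose. Of the 51 skeletal genes 35 moved apart, 6 of them falling more and 29 falling less or rising. The SD of the log2 ratios was 0.70 across the stromal and 1.17 across the skeletal genes, which ran from -3.64 for Runx2 to 0.97 for Trpv4. A single common factor for all these genes is thereby argued against. A smaller stromal share cannot be judged from this spread, as the whole cause or as part of it. Genes that other cells also express would fall less, and no cell counts go with the libraries. A smaller share thus cannot be told apart from lower expression within the stromal cells. P2rx7 did not move apart from the stromal median (difference 0.05 on the log2 scale, adjusted p = 0.78 from limma), and its log2 ratio of -2.14 lies within the range of the stromal genes, from -3.39 for Pdgfra to 0.25 for Cav1. Which cells the P2rx7 RNA came from was not measured, and macrophage transcripts were abundant in all libraries. These values therefore cannot show whether a smaller stromal share contributed to its fall. An effect of the Tet1/Tet2 knockdown on the gene stays open as well.

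The 28 interferon-response genes found in the table were all lower in the siRNA libraries, with a median log2 ratio of the group means of -3.50 and an adjusted p of 8.07e-21 in the camera test (0.156 with an estimated correlation). Fewer macrophages would lower the macrophage list too, whose median log2 ratio was 0.18. A smaller stromal share as the whole cause is argued against, unless other cells also express each of the stromal genes. The median of the interferon-response genes lies below each of the 27 stromal genes, and 14 of the 28 fell by more than any of them. With median ratio scaling the median log2 fold change was still -2.92. Whether the genes were raised in the control cells by their treatment or lowered by the Tet1/Tet2 siRNAs cannot be told apart, because no untreated library was analysed. Their median in the control libraries was 47.1 RPKM. The other group received siRNAs as well. A response to a transfected siRNA could therefore account for part of the difference only if it was stronger in the control cells, which was not tested. It would also require that the control cells received the non-targeting siRNA named in the siRNA methods and the sample labels. The RNA-sequencing methods call these cells vehicle-treated, which would rule that response out. An effect of the knockdown itself stays open.

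The paper reports a higher proliferation rate of Tet1/Tet2 siRNA-treated BMMSCs, measured by another assay. Of the 41 proliferation genes, 20 were lower and 21 higher in the siRNA libraries, with a median log2 fold change of 0.02 (adjusted p = 0.153 in the camera test). The members went both ways, so the median does not describe them. With an adjusted p under 0.05 from limma, 8 genes were lower, among them Mcm2, Mcm3, Mcm4, Mcm6, Mcm7 and Rrm1, and 9 were higher, among them Ccnb2 (2.06-fold as the ratio of the group means), Mki67 (1.47-fold), Ube2c, Kif20a and Cdc20. These genes were named after their values were seen. The paper also reports lower OCN after knockdown, beside assays of osteogenic differentiation. In a later comparison of days of osteogenic induction, which follows its results on Tet DKO BMMSCs and thus other samples, it reports that without induction Runx2 decreased and ALP and OCN did not. The paper's text gives no osteogenic induction for the RNA-seq cells. In these, Alpl, the gene of ALP, fell from 3.86 to 0.421 RPKM (adjusted p = 1.26e-05 from limma). Bglap, the gene of OCN, went from 0.251 ± 0.162 RPKM to 0.096 ± 0.0521 RPKM (SD, n = 3 each), within the spread of the replicates (adjusted p = 0.156 from limma). These values stand for about 1 to 7 reads in a library at the estimated depth, too few to tell a fall from no change. Its paralog Bglap2, with about 2 to 46 reads in a library, had a log2 fold change of -1.01 (adjusted p = 0.0042 from limma). The reads of these near-identical genes could have been split between them in the authors' counting, but this could not be tested.

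The 22 exosome genes tested had a median log2 fold change of -0.05 (adjusted p = 0.717 in the camera test), with 14 lower and 8 higher. Smpd3, singled out after its value was seen, fell from 11.6 to 1.03 RPKM (adjusted p = 1.83e-05 from limma). Of the exosome markers the paper uses, Cd9 rose from 139.1 to 191.6 RPKM (adjusted p = 0.00231 from limma) and Cd81 fell from 127.0 to 109.5 RPKM (adjusted p = 0.0373 from limma). The paper measured these markers as protein, in exosomes and within cells, in other samples. RNA of whole cultures does not measure exosome release.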
